A study of Danio rerio with 6 samples.

How the data were processed

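Gene expression was measured by RNA sequencing in cells sorted from the posterior hindbrain of zebrafish embryos carrying the Tg(isl1:Kaede) transgene. Kaede is a fluorescent protein, and in this line it labels cranial motor neurons, among them those of the vagus nerve. Per the labels, embryos were kept in 0.2 mM PTU, which blocks pigment formation. From 24 hours post fertilization (hpf) they received 50 nM retinoic acid (RA) or the same volume of its solvent DMSO. They were collected at 38 hpf. Fluorescent cells that excluded a dead-cell dye were sorted, 4500 to 10000 per library. Their RNA was amplified with a SMART-Seq kit and made into Nextera XT libraries, per the labels' protocols. There are 6 libraries, 3 per group, named here by the numbers in their labels (DMSO replicates 1, 4 and 10, RA replicates 6, 9 and 12). The groups share no number, so no samples were paired. The headers of all 6 tables name the same sequencing run.

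The deposited tables hold raw counts of fragments per gene. Per the file headers, they were made with featureCounts 1.6.0 in paired-end mode without strand, on the Ensembl release 95 annotation of the GRCz11 genome. The alignments came from a folder named for STAR, per the file headers. The aligner's version, read trimming and the handling of duplicates are not stated there. With the options shown, fragments that overlap several genes or map to several places are left out, so near-identical copies and overlapping genes have incomplete counts. Because the counting ignored strand, antisense fragments add to a gene's count. Coordinates below are those of the deposited annotation on GRCz11, as the outermost exon ends of each gene.

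The tables list 32520 genes by Ensembl identifier. A table of identifiers and symbols named 29201 of them. Where it gave an orthologue's symbol in capitals, the zebrafish symbol was taken from RefSeq (assembly GRCz12tu, used for names alone) if a single gene of that name lay on the same chromosome. This applied to 10802 genes, another 9986 carried a RefSeq symbol already, and 8413 kept the table's symbol. No row lacked a gene, and every count entered the library totals.

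Tests used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 17270, libraries were scaled by TMM, and the quasi-likelihood model held an intercept and the treatment. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Standard errors of log2 fold changes were the fold change divided by the square root of the F statistic. Levels are CPM (counts-per-million of a library's TMM-scaled total over the tested genes), given as mean ± SD over 3 libraries. The floor of a library was set at 3 counts, which is 0.128 to 0.188 CPM of the unscaled total of all genes. The libraries hold no molecular identifiers, so such a floor covers counting error alone. The common biological coefficient of variation was 0.315.

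Lists of genes were fixed before the data were examined, as were the tests, the alternatives and the rule for named genes. There are 18 lists. They cover the retinoic acid response, hox paralog groups 1 to 4, 5 and 6 to 13, Hgf and Met, branchiomotor neuron identity and axon guidance receptors. The control lists cover neural progenitors and glia, the cell cycle, cranial sensory neurons, other hindbrain neurons, spinal motor neurons, erythrocytes, epidermis, muscle, neural crest and pigment cells, the dissociation response and the p53 response. Of 277 entries, 257 matched a gene. Each list was tested with fry, a rotation test on the edgeR fit, for a shared direction. The p-values were adjusted over the 17 lists with at least 3 tested genes. No gene of the erythrocyte list was tested, because its matched genes had too few counts. Named genes are the 8 higher and 8 lower with the largest log2 fold change among those past the threshold. They also had no overlap in CPM between groups, a mean count of at least 20 in the higher group and a symbol that is not a clone name. Members of the fixed lists are named beside them.

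The edgeR test of single genes was run on simulated counts drawn from the genes' own means and dispersions and the libraries' own totals. In each of 3 simulations, 200 genes were changed 4-fold among 16905 to 16931 tested. The test recovered 75.5% to 78.5% of the changed genes, and 3.82% to 8.72% of its calls were unchanged genes. Genes were drawn independently, with the same dispersion in both groups and no deviating library. The real RA libraries were less alike than the DMSO libraries, so these rates may not hold for the real data.

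The alternatives were other scalings (DESeq2 size factors, upper quartile, library size), no filter on low counts, a filter at a mean of 10 CPM, an offset for gene length and a robust dispersion. Other tests were DESeq2 1.42.0, limma-voom 3.58.1 with and without quality weights, and camera with a preset correlation of 0.01 or an estimated one. Counts of genes were also made at adjusted p-values under 0.01 and 0.1 and for a change of more than 1.5-fold with glmTreat. Each replicate was left out in turn. The median log2 fold change of all tested genes was 0.02 under TMM and 0.03 with library size alone. GC content was not checked, since no genome sequence was used here. Lists and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.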

Results

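RNA was sequenced from sorted isl1:Kaede cells of the posterior hindbrain of embryos raised in RA or in DMSO, with 3 libraries per group. Retinoic acid is a vitamin A derivative that patterns the hindbrain along its length. The design asks how added RA changes gene expression in vagus motor neurons, whose axons reach the pharyngeal arches in a topographic order. The DMSO libraries held 20598596, 23411427 and 20432411 counted fragments (replicates 1, 4 and 10). The RA libraries held 15971653, 22349857 and 19727842 (replicates 6, 9 and 12). Between 21503 and 23266 genes had at least 1 count in a library. Mitochondrial genes took 1.76% ± 0.226 of the counts in DMSO and 1.52% ± 0.124 in RA (SD, n = 3). The 10 most abundant genes took 5.47% to 6.53% per library.

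No libraries of the same group agreed within counting noise (chi-square per degree of freedom 16.96 to 77.6). Each was used as a replicate, as the labels give it. Over the tested genes, the correlation of log2 CPM was 0.958 to 0.972 between DMSO libraries and 0.934 to 0.958 between RA libraries. It was 0.934 to 0.954 between libraries of different groups, a range that nearly coincides with that of the RA libraries among themselves. These are correlations across genes, which are not independent replicates. In a principal component analysis of the 1000 most variable genes, the first component (37.4% of the variance) placed the 3 DMSO libraries at -36.26 to -19.60 and the RA libraries at 3.85 to 53.47. The second (25.6%) separated RA replicate 9, at -55.51, from the other libraries, at 2.65 to 19.17. The third (20.5%) placed DMSO replicate 10 at 22.8 and RA replicate 12 at 38.6, and the other 4 libraries at -22.6 to -7.62. The labels do not say whether the numbers follow collection batches, so a batch that cuts across the groups is not excluded, and none was fitted.

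Of 17270 tested genes, 138 passed an adjusted p-value of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). They were 77 genes higher and 61 genes lower in RA. The median log2 fold change was 2.20 among the higher and -1.78 among the lower genes. All 138 had no overlap in CPM between the groups. Among all tested genes 15.5% had none, where chance gives 10%. The count rested on the choice of test more than on the scaling. It was 671 genes with DESeq2, which called all 138 in the same direction, and 137 to 140 under the other scalings. The count also changed when a library was left out, at 9 genes without DMSO replicate 4 and 325 without RA replicate 9. Without DMSO replicates 1 or 10 it was 10 or 18, and without RA replicates 6 or 12 it was 72 or 61. Fewer libraries leave the test less power, so a lost call alone does not show that a result rests on the library left out.

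**Figure D1:**
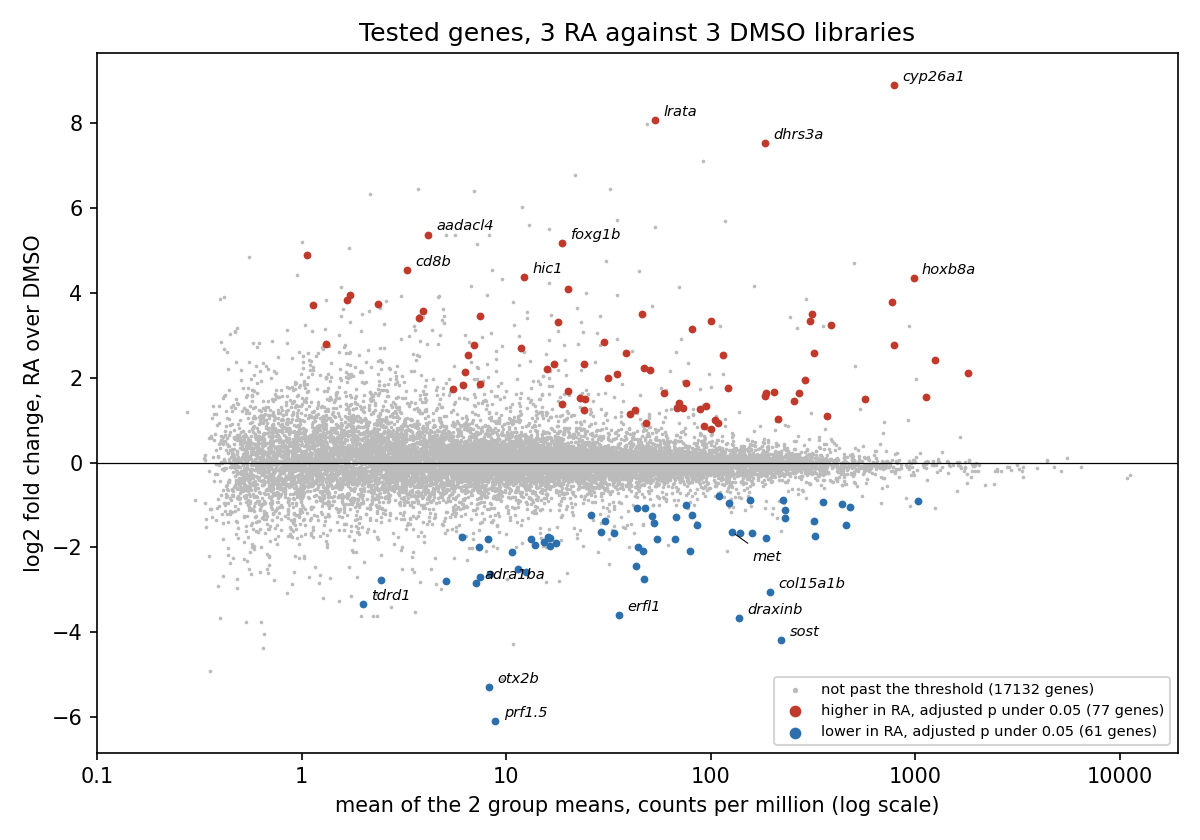
Each point is 1 of 17270 tested genes, with the mean of the 2 group means in CPM (log axis) against the log2 fold change of RA over DMSO. Red and blue points are the 77 higher and 61 lower genes past an adjusted p-value of 0.05. The 8 named genes of each direction and met carry their symbols, and cyp26a1 is the highest at 8.90.

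The highest log2 fold changes among the named genes were those of cyp26a1, lrata and dhrs3a, which encode enzymes of retinoid metabolism. Gene cyp26a1 (ENSDARG00000033999, chromosome 12, 8954761 to 8958353) rose from 3.31 ± 1.53 CPM in DMSO to 1574 ± 1439 CPM in RA. Its log2 fold change was 8.90 (SE 0.89, edgeR adjusted p-value 0.00729). Gene lrata (ENSDARG00000037278, chromosome 1, 25696798 to 25698039) rose from 0.388 ± 0.292 to 106.5 ± 60.6 CPM. Its log2 fold change was 8.07 (SE 0.72, edgeR adjusted p-value 0.0053). Gene dhrs3a (ENSDARG00000044982, chromosome 23, 21663631 to 21674679) rose from 1.98 ± 0.718 to 365.1 ± 370.7 CPM. Its log2 fold change was 7.52 (SE 0.92, edgeR adjusted p-value 0.0133). The next were aadacl4, foxg1b, cd8b, hic1 and hoxb8a, with log2 fold changes from 4.34 for hoxb8a to 5.37 for aadacl4. In these 8 genes every RA library lay above every DMSO library. Some had few counts in DMSO replicates 1, 4 and 10, so the size of their rise is uncertain. These were 14, 9 and 2 for lrata, 4, 3 and 5 for aadacl4, and 4, 8 and 5 for cd8b. The spread within RA was wide, and RA replicate 6 held the highest value of each (3188 CPM for cyp26a1, against 423.5 in replicate 9). With 5 libraries the 8 genes kept their direction. Without DMSO replicate 1 or 4 none of them passed 0.05, with edgeR adjusted p-values of 0.0576 to 0.202. Without DMSO replicate 10 only lrata did (0.0406). Without RA replicate 6 or 9 all 8 passed, and without RA replicate 12 all but cd8b (0.0509). With all 6 libraries, a robust dispersion cost cyp26a1 and dhrs3a their calls (edgeR adjusted p-values 0.0573 and 0.0947). Plain limma-voom cost 6 of the 8 theirs, all but cyp26a1 and hoxb8a (adjusted p-values 0.0735 to 0.174), and quality weights cost hic1 its call (limma-voom adjusted p-value 0.0935). Over all alternatives the adjusted p-value of cyp26a1 was 2.25e-22 (DESeq2) to 0.0686 (edgeR).

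The 8 named genes with the strongest decrease were prf1.5, otx2b, sost, draxinb, erfl1, tdrd1, col15a1b and adra1ba. Some had few counts in RA replicates 6, 9 and 12. These were 9, 0 and 5 for prf1.5, 18, 4 and 0 for otx2b, and 5, 12 and 4 for tdrd1. The size of their decrease is therefore uncertain. Over the alternatives the log2 fold change was -7.11 to -5.44 for prf1.5 and -7.33 to -4.70 for otx2b. Gene prf1.5 (ENSDARG00000037598, chromosome 8, 29701428 to 29706882) fell from 17.4 ± 2.64 to 0.271 ± 0.281 CPM. Its log2 fold change was -6.08 (SE 0.70, edgeR adjusted p-value 0.0121). Gene otx2b (ENSDARG00000011235, chromosome 17, 44244659 to 44249720) fell from 16.1 ± 1.70 to 0.433 ± 0.602 CPM, a log2 fold change of -5.30 (SE 0.85). Gene sost fell from 418.6 ± 157.7 to 23.3 ± 21.3 CPM, a log2 fold change of -4.18 (SE 0.70). The smallest adjusted p-value of all tested genes was that of erfl1 (ENSDARG00000086892, chromosome 16, 26234059 to 26296477). It fell from 65.4 ± 6.44 to 5.43 ± 0.965 CPM, a log2 fold change of -3.58 (SE 0.20, edgeR adjusted p-value 0.00114). Genes erfl1 and draxinb, at -3.66, passed 0.05 in all 6 fits that left out a library. The other 6 lost their call whichever DMSO library was left out, with edgeR adjusted p-values of 0.0571 to 0.175. Without RA replicate 9, otx2b and sost were also lost (0.0588 and 0.0859). Without RA replicate 6, tdrd1 and col15a1b were (0.0801 and 0.0638). Without RA replicate 12, prf1.5, sost and tdrd1 were (0.051, 0.0603 and 0.0762). With a robust dispersion sost was too (edgeR adjusted p-value 0.171). The annotated spans of otx2b, tdrd1 and col15a1b each overlap 1 other gene. Whether these genes share exons or lie on opposite strands was not checked, so their counts are uncertain.

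Known target genes and binding partners of RA were examined as a fixed list of 14 genes, all of them tested. Of these, 11 were higher in RA and 3 lower, with a median log2 fold change of 1.43. The shared direction did not pass the threshold (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.0868 over 17 lists). It passed without RA replicate 6 (adjusted p-value 0.0148, fry range over the alternatives 0.0148 to 0.212, edgeR fit). It also passed with limma-voom quality weights (fry adjusted p-value 0.0467). With camera on the edgeR fit, it passed at a preset correlation (adjusted p-value 1.52e-12) and not at an estimated one (0.0588). A fry test for change in either direction gave an adjusted p-value of 0.0125. Past 0.05 in the edgeR test were 4 genes, all higher. These were cyp26a1, dhrs3a, dhrs3b at a log2 fold change of 3.77 (SE 0.45) and crabp2b at 2.17 (SE 0.19). Adjusted over the list alone, 11 genes passed, 8 of them higher and 3 lower. Gene cyp26b1 rose from 180.0 ± 91.7 to 1679 ± 1607 CPM, a log2 fold change of 3.22 (SE 0.73). It was higher in 3 of 3 RA libraries and did not pass (edgeR adjusted p-value 0.12). It passed in 4 of 16 alternatives. These were the fit without RA replicate 9 (0.0423, edgeR) and the fit with no filter (0.0275, edgeR). The others were DESeq2 (adjusted p-value 0.0143) and limma-voom quality weights (adjusted p-value 0.0286). Without RA replicate 6 the log2 fold change of cyp26b1 was 2.085, and it did not pass (edgeR adjusted p-value 0.168). Gene cyp26c1 went the other way at -1.06 (SE 0.30) without passing (edgeR adjusted p-value 0.216). Of its 16 alternatives it passed in 1, with DESeq2 (adjusted p-value 0.0144). Leaving out a single DMSO library cost cyp26a1, dhrs3a and dhrs3b their calls, at edgeR adjusted p-values of 0.0641 to 0.125, and crabp2b its call without DMSO replicate 4 (0.0597).

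Hox genes mark position along the hindbrain and spinal cord, and those with low paralog numbers are expressed furthest anterior. All 4 tested genes of paralog group 5 were higher in RA, with a median log2 fold change of 1.88. This was 1 list of 17 whose shared direction passed (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.0323). The largest change was that of hoxb5a (ENSDARG00000013057, chromosome 3, 23707691 to 23710095), from 201.3 ± 52.4 to 1373 ± 480.0 CPM, a log2 fold change of 2.77 (SE 0.30). Gene hoxb5b followed at 2.11 (SE 0.20), hoxc5a at 1.66 (SE 0.22) and hoxa5a at 1.64 (SE 0.21). All 4 passed 0.05 singly, and also adjusted over the list alone. The annotated spans of hoxa5a, hoxb5a and hoxc5a overlap 4, 2 and 2 other annotated genes, so their counts are uncertain. That of hoxb5b overlaps none. Leaving out single DMSO libraries cost each gene its call in at least 2 of 3 fits, at edgeR adjusted p-values of 0.059 to 0.124, and hoxc5a also without RA replicate 12 (0.0509). The result for the list was lost without DMSO replicate 1, 4 or 10 (adjusted p-values 0.104, 0.162 and 0.173, edgeR fit) and without RA replicate 12 (0.0971).

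In paralog groups 1 to 4, 12 of 13 tested genes were higher, with a median of 1.09 and 5 genes past 0.05. The shared direction had an adjusted p-value of 0.0602 (fry on the edgeR fit, Benjamini-Hochberg), and without RA replicate 6 it passed at 0.0196. Adjusted over the list alone, 9 genes passed. The largest rise was that of hoxb1b (ENSDARG00000054033, chromosome 12, 27141140 to 27142834), from 50.5 ± 9.49 to 572.9 ± 228.0 CPM, a log2 fold change of 3.50 (SE 0.31). The annotated span of hoxc3a, at 2.57 (SE 0.24), overlaps 10 other annotated genes, so its count and theirs are uncertain. Without DMSO replicate 1 or 4, hoxb1b and hoxc3a missed 0.05 (edgeR adjusted p-values 0.0594 to 0.0646). Of the 22 tested genes in groups 6 to 13, 13 were higher and 8 passed 0.05, all higher. Their median was 0.36 (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.0602), and adjusted over the list alone 9 passed, 8 higher and 1 lower. The median lay at -0.13 with limma-voom quality weights, where the list passed (fry adjusted p-value 0.0341, range over the fry alternatives 0.018 to 0.173). It was 0.15 without RA replicate 9, where the list passed at an adjusted p-value of 0.0421 (edgeR fit). It was 0.22 without DMSO replicate 1, 0.55 without DMSO replicate 10 and 0.64 without RA replicate 6. The genes of this list moved in both directions. They are described here by subgroups that were not among the fixed lists and were not tested as such. All 8 tested genes of groups 6 to 8 were higher, with a median of 2.56, and 7 passed. In group 9, 3 of 5 were higher, and 1 passed. In groups 10 to 13, 7 of 9 were lower, with a median of -0.33, and none passed, so no decrease is shown there. Gene hoxb8a rose from 92.1 ± 33.1 to 1871 ± 958.2 CPM, and missed 0.05 whichever DMSO library was left out (edgeR adjusted p-values 0.0646 to 0.0747). Of the 77 genes higher in RA, 17 were hox genes.

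**Figure D2:**
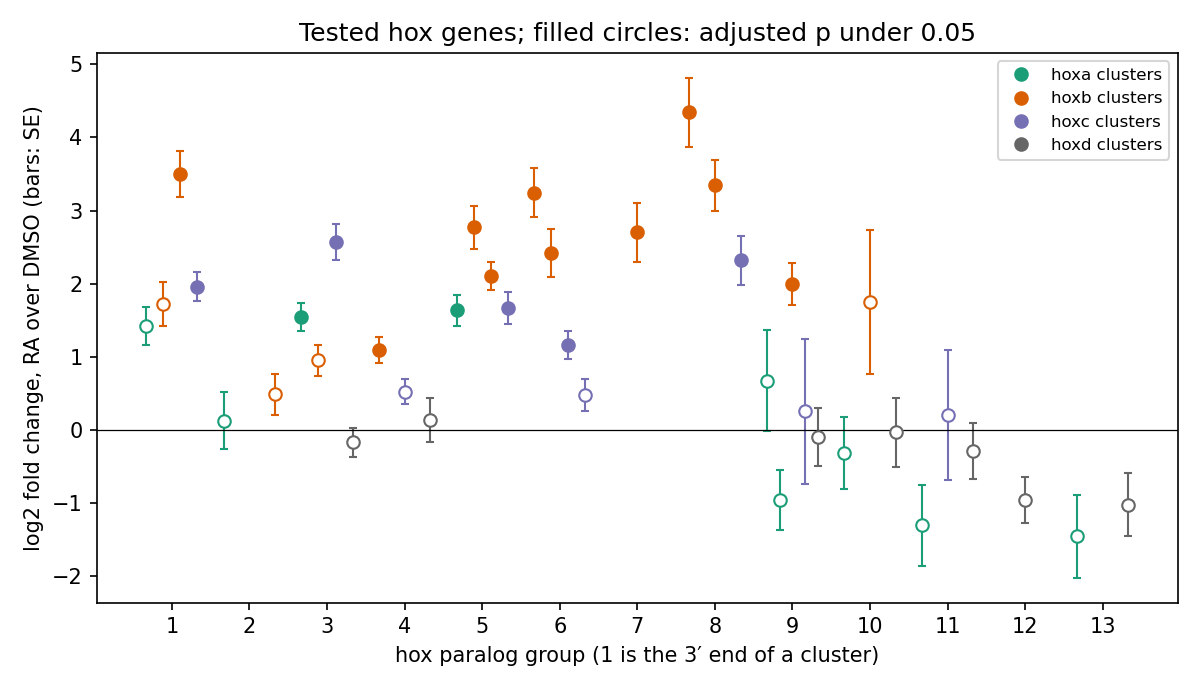
The log2 fold change of RA over DMSO with its SE is drawn for each tested hox gene by paralog group, from 3 libraries per group. Filled circles passed an adjusted p-value of 0.05. They lie in groups 1 to 9 and above 0, up to hoxb8a at 4.34, and no gene of groups 10 to 13 is filled.

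Hgf is a secreted factor and Met its receptor. The genes met, hgfa and hgfb were reported whatever their result. Gene met (ENSDARG00000070903, chromosome 25, 18583877 to 18679071) fell from 191.2 ± 49.6 CPM in DMSO to 61.7 ± 14.2 CPM in RA. Its values were 183.4, 145.9 and 244.2 CPM in DMSO and 48.8, 76.9 and 59.5 CPM in RA. The log2 fold change was -1.63 (SE 0.23, edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p-value 0.0247). It was lower in 3 of 3 RA libraries and under all 16 alternatives, at -1.83 to -1.42. With 5 libraries it passed 0.05 in the fit without RA replicate 9 (0.0157, edgeR). In the 5 other such fits the adjusted p-value was 0.0638 to 0.125 (edgeR). Gene hgfa did not differ, at 3.97 ± 1.70 CPM in DMSO and 3.23 ± 2.35 CPM in RA (log2 fold change -0.29, SE 0.66). Its direction flipped without RA replicate 6 (0.18), and it was -0.86 without RA replicate 9 and -1.51 with limma-voom quality weights. Gene hgfb had 1, 3 and 2 counts in the DMSO libraries and 117, 33 and 23 in the RA libraries. Set against the floor of 3 counts, it was at least 23.6-fold higher in RA, and at least 9.41-fold without RA replicate 6. It did not pass (edgeR adjusted p-value 0.0633), and without RA replicate 9 it did (0.0426). Its level in RA stayed low, at 3.31 ± 3.45 CPM. As a list of 3, adjusted over the list alone, met and hgfb passed. The 3 genes moved in both directions, with a median of -0.29 and a fry adjusted p-value of 0.282 on the edgeR fit.

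Branchiomotor neuron identity was covered by 12 tested genes. Of these, 10 were lower in RA, with a median log2 fold change of -0.39 (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.0904). The test for change in either direction gave 0.00315. Gene tbx20 (ENSDARG00000005150, chromosome 16, 42509011 to 42523744) passed alone. It fell from 212.0 ± 27.5 to 67.6 ± 3.15 CPM, a log2 fold change of -1.65 (SE 0.13, edgeR adjusted p-value 0.00482), and passed 0.05 in all 16 alternatives. Adjusted over the list alone, 4 genes passed, all lower. Genes phox2a, isl1a and phox2bb were lower in 3 of 3 RA libraries, at log2 fold changes of -1.01 (SE 0.22), -0.67 (SE 0.18) and -0.50 (SE 0.12). They did not pass over all genes (edgeR adjusted p-values 0.0936, 0.196 and 0.129), although phox2a did without RA replicate 9 (0.04, edgeR). With DESeq2 all 3 passed (adjusted p-values 0.0006, 0.0294 and 0.0144). Gene phox2a also passed with no filter (0.0274, edgeR) and with limma-voom quality weights (adjusted p-value 0.0293). The highest adjusted p-values over the alternatives were 0.325, 0.477 and 0.343 (edgeR). The most abundant of them, phox2bb, lay at 2853 ± 333.3 CPM in DMSO and 2011 ± 116.6 CPM in RA. The cholinergic genes slc18a3a, slc5a7a and chata differed by less than their standard errors, at 0.07 (SE 0.25), 0.11 (SE 0.17) and -0.06 (SE 0.23). The fourth, slc18a3b, was low at 1.38 CPM in DMSO and lay at -0.84 (SE 0.78). The signs of these 3 changed when single libraries were left out, as without RA replicate 12 for slc18a3a (-0.17) and slc5a7a (-0.01) and without RA replicate 9 for chata (0.09).

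Of 48 tested axon guidance receptors, 34 were lower in RA, with a median of -0.22 (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.158). The median was -0.11 without DMSO replicate 1 and -0.14 without RA replicate 12. In either direction the list passed, at 0.000182. The genes past 0.05 were cxcr4b, nrp2b, plxna4 and unc5b, all lower, and 5 passed adjusted over the list alone. Gene cxcr4b (ENSDARG00000041959, chromosome 9, 10692905 to 10694930) fell from 673.8 ± 45.7 to 243.2 ± 62.0 CPM, a log2 fold change of -1.47 (SE 0.19, edgeR adjusted p-value 0.0163). Gene nrp2b fell from 125.5 ± 21.7 to 45.5 ± 3.52 CPM, a log2 fold change of -1.46 (SE 0.16, edgeR adjusted p-value 0.00914). Gene plxna4 was at -1.79 (SE 0.30) and unc5b at -1.81 (SE 0.30). Without DMSO replicate 1, none of the 4 passed (edgeR adjusted p-values 0.0658 to 0.204). Without DMSO replicate 10 none did either (0.0664 to 0.169), and without DMSO replicate 4 only nrp2b (0.0427). Gene plxna4 was also lost without RA replicate 6 or 9 (0.0525 and 0.0555), and unc5b without RA replicate 6 or 12 (0.128 and 0.0982).

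**Figure D3:**
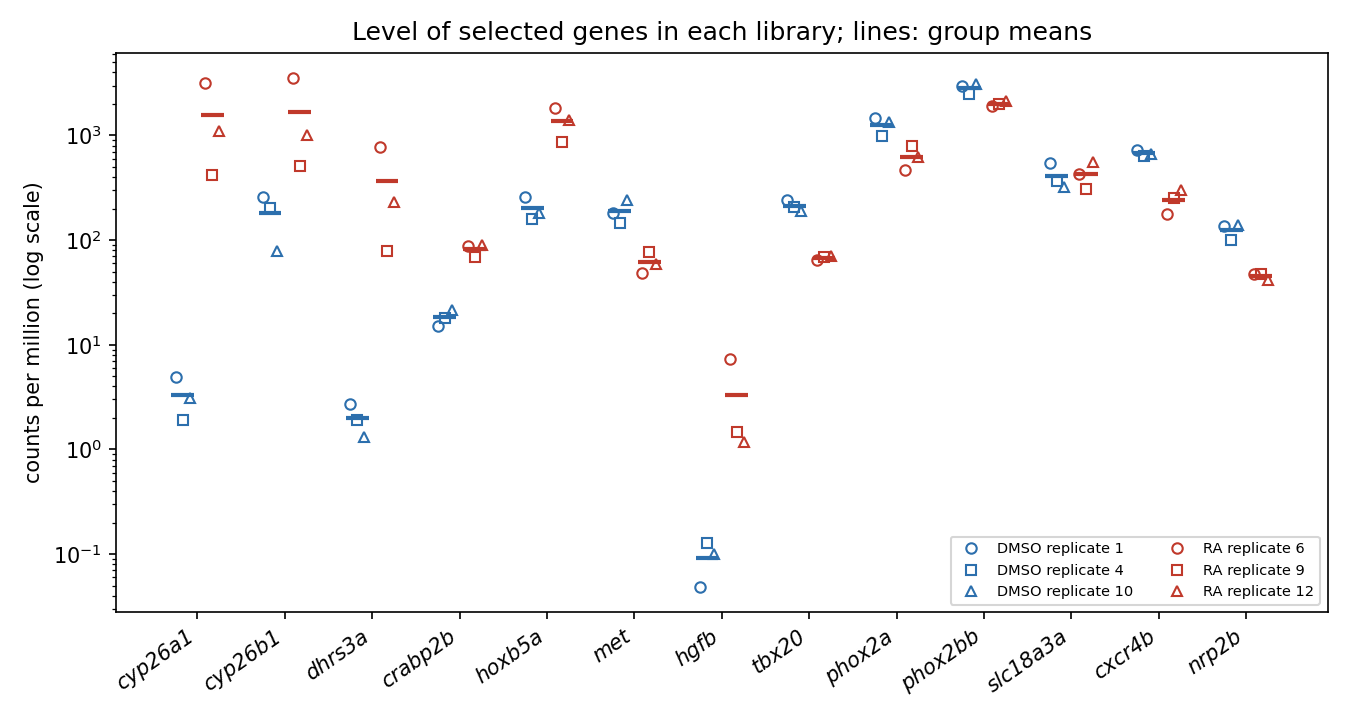
Levels of 13 genes in CPM (log axis) are drawn for each library, blue for DMSO and red for RA, with a line at each group's mean of 3 libraries. In cyp26a1, dhrs3a, hoxb5a, met, tbx20, cxcr4b and nrp2b the groups do not overlap, in slc18a3a they do, and the RA values of cyp26a1 run from 423.5 to 3188.

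The control lists were tested in the same way, and none of the 10 with tested genes passed for a shared direction (fry adjusted p-values on the edgeR fit, 0.158 to 0.982). In either direction the spinal motor neurons passed (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.00367). With camera at a preset correlation on the edgeR fit, 4 control lists passed (adjusted p-values 7.33e-05 to 0.0269). They were the dissociation response and the cranial sensory, other hindbrain and spinal motor neurons. At an estimated correlation none of these 4 did (0.296 to 0.41, camera on the edgeR fit). The spinal motor neuron list had a median of 1.304 over 6 genes (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.22). It was 0.55 without RA replicate 9. In that list olig2 rose from 16.6 ± 6.67 to 77.5 ± 21.8 CPM, a log2 fold change of 2.22 (SE 0.33, edgeR adjusted p-value 0.0285). Gene mnx1 was at 1.68 (SE 0.33) and did not pass (edgeR adjusted p-value 0.0768). It passed in 3 of 15 alternatives, among them the fit without RA replicate 6 (0.033, edgeR). Among neural progenitor and glial genes gfap passed, at 1.00 (SE 0.16, edgeR adjusted p-value 0.0352), while the list's median was 0.04 and fell to -0.53 without RA replicate 9. The calls of olig2 and gfap were lost whichever DMSO library was left out (edgeR adjusted p-values 0.0713 to 0.187) and without RA replicate 6 (0.0699 and 0.0641). That of gfap was also lost without RA replicate 12 (0.0878). The cell cycle list had a median of 0.05 and the p53 response list 0.21, each with a sign that changed in some fits (-0.16 without DMSO replicate 1 for the cell cycle). Cranial sensory neuron genes had a median of -0.50, and -0.33 without DMSO replicate 1. Other hindbrain neuron genes also had -0.50, with -0.33 without DMSO replicate 1 and -0.30 without RA replicate 6. The dissociation and immediate early genes had -0.99, and -0.46 without DMSO replicate 10. The remaining 3 lists rested on single libraries. Muscle genes had a median of 0.75, which was -2.84 without RA replicate 6, 1.79 without DMSO replicate 4 and 0.20 without DMSO replicate 10. Epidermal genes had 1.22, which was -0.45 without RA replicate 9 and 0.79 without DMSO replicate 10. Neural crest and pigment cell genes had 1.18, which was 0.42 and 0.37 without DMSO replicates 1 and 4. Over all alternatives this median reached 2.92, against at most 1.46 in the fits that left out a library. The muscle median also changed sign with plain limma-voom on all 6 libraries.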

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

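All alternatives were fixed before the data were examined, and no test in this part was chosen after its result was seen. The tallies of named genes also include kdrl, bcl6b and skap1. These are neither among the 8 of a direction nor on a fixed list, and kdrl and bcl6b were picked after their values were seen. No paired analysis was possible because the groups share no replicate number. The labels do not say whether the numbers follow collection batches, and a batch that cuts across the groups is not excluded.

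The count of 138 genes past 0.05 (77 higher, 61 lower) stayed within 1.5 times under the 3 other scalings, the filter at 10 CPM, plain limma-voom, the robust dispersion and the gene length offset. It was 276 (156 higher, 120 lower) with no filter, where 27005 genes were tested. It was 671 (357 and 314) with DESeq2 and 394 (196 and 198) with limma-voom quality weights, and the cause was not tested. An adjusted p-value under 0.01 left 30 (19 and 11), one under 0.1 gave 280 (159 and 121), and a change of more than 1.5-fold left 50 (31 and 19). Each of these is set by its own threshold. The 6 fits that each left out one replicate gave 9 to 325 genes, 3 to 173 higher and 4 to 152 lower. The lowest were the fits without a DMSO library. Fewer libraries leave the test less power, but leaving out RA replicate 9 raised the count to 325. Of the 138, DESeq2 and the fit without a filter called all, quality weights 136, plain limma-voom 105, and the fit without RA replicate 9 127, each in the same direction.

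Among the lists, the direction was kept in every alternative for the retinoic acid response, hox groups 1 to 4, hox group 5, branchiomotor identity and guidance receptors. With limma-voom quality weights the retinoic acid response (1.61) and hox groups 1 to 4 (1.28) passed the threshold, and hox groups 6 to 13 passed as well while their median changed sign (-0.13). The filter at 10 CPM let hox groups 1 to 4 (1.25) and 6 to 13 (1.15) pass, with fewer genes tested, and so did the gene length offset (1.06 and 0.34, cause not tested). Camera with a preset correlation leaves the medians as they are. With it 9 lists passed that did not pass with fry. They were the retinoic acid response (1.43), hox groups 1 to 4 (1.09) and 6 to 13 (0.36), branchiomotor identity (-0.39), guidance receptors (-0.22) and 4 control lists. The controls were the cranial sensory (-0.50), other hindbrain (-0.50) and spinal motor neurons (1.304) and the dissociation response (-0.99). None of these 9 passed with an estimated correlation, where hox group 5 (1.88) was lost as well. Across the fits that left out one replicate, the medians were 1.04 to 1.62 for the retinoic acid response, 0.90 to 1.198 for hox groups 1 to 4, 1.73 to 2.02 for group 5 and 0.15 to 0.64 for groups 6 to 13.

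The log2 fold change of met was -1.83 to -1.42 in the fits that left out one replicate, and 5 of the 6 lost the call. That of hgfb was 3.75 to 5.46 there. It passed 0.05 with no filter (5.04) and with DESeq2 (5.15), the cause was not tested, and its size is set by DMSO counts at the floor. That of hgfa was -0.86 to 0.18 there and -1.51 with limma-voom quality weights. Those of slc18a3a (-0.17 to 0.31), chata (-0.28 to 0.13) and slc5a7a (-0.0109 to 0.24) crossed 0 in these fits, and chata also with quality weights (0.0907). In the other comparisons of 45 named genes with their alternatives, 120 lost a call and 14 gained one. No gene with a call changed direction in any alternative. Of the 37 named genes with a call, draxinb, erfl1 and tbx20 passed in all of their alternatives and 34 lost the call in at least 1. Plain limma-voom lost 6, among them lrata and dhrs3a, and the robust dispersion 3 (cyp26a1, dhrs3a and sost). The filter at 10 CPM removed 11 of the 48 named genes, which therefore have no value there.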

Other observations

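The tests of library scaling, of motor neuron genes, of endothelial levels and of upstream neighbours below were chosen only after the result was seen, and the tests of dilution and of marker lists and the first tests of endothelial genes and of neighbours were chosen before theirs.

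Of the 10 splits of the 6 samples into 3 and 3, 1 (the real one) gave as many as 138 genes past 0.05. The most in another split was 1 gene, and 8 of the 9 others gave 0. At an unadjusted p under 0.05 the other splits gave 266 to 1095 genes against 1769. With 10 splits the share cannot fall under 0.1, so this cannot exclude a grouping by chance.

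The RA libraries did not respond equally. Of the 77 genes higher in RA, 58 had their lowest RA value in replicate 9, and 48 their highest in replicate 6. The median log2 ratio of replicate 9 to replicate 6 was -0.59 over the 77. A factor for a whole library would move the 61 genes lower in RA the same way. They moved the other way, with a median of 0.248 and 44 of 61 above 0 (exact two-sided sign test over genes, p = 0.00073), so library scaling is not the whole cause. Unresponsive cells of the same kind in replicate 9 would keep the same share of the change in raised and lowered genes. The median share kept by replicate 9, relative to replicates 6 and 12, was 0.616 in the 77 higher genes and 0.939 in the 61 lower genes. The difference was -0.323 (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give). It cannot decide on dilution, because both sets of genes were called with replicate 9 included. A lowered gene diluted there would spread more within RA and be less likely to pass. Without RA replicate 9, 173 genes were called higher and 152 lower, and the share was not computed on those. Genes are not independent replicates, so these p-values describe these libraries. Replicate 6 was above the others in the same genes, with shares of 1.45 and 1.07. Dilution stays open. Another candidate explanation that stays open is a different effective dose or time of RA, with lowered genes already near their end point. A different dose or time was not tested, since the labels give the same dose and times to all 3 libraries.

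Markers of other cells were uneven across libraries of both groups. All 11 tested muscle genes were highest in RA replicate 6, where they summed to 1835 CPM. They also summed to 832.1 CPM in DMSO replicate 4 and 314.1 CPM in DMSO replicate 1, against 43.5 to 61.8 CPM in the other 3 libraries. The first epidermal list summed to 890.3 CPM in RA replicate 9, and to 381.8, 227.5 and 263.0 CPM in DMSO replicates 1 and 4 and RA replicate 6, against 36.9 and 46.1 CPM in the other 2. Second lists, written before they were looked up, were used as tests. Of 16 tested muscle genes on the second list, 11 were again highest in RA replicate 6 (exact one-sided binomial test against 1 in 6, p = 5.27e-06). The second list summed to 450.7 CPM there and 212.2 CPM in DMSO replicate 4. Its most abundant gene, atp2a1, reached 327.9 CPM in RA replicate 6, and actc1b of the first list 743.7 CPM. Of 12 pigment cell genes, 9 were highest in RA replicate 9 (p = 1.34e-05, exact binomial), where tspan36 reached 31.9 CPM and tyrp1b of the first list 306.4 CPM. Of 13 epidermal genes, 8 were highest in RA replicate 9 (p = 0.000345, exact binomial), where krt4 of the first list reached 541.8 CPM. The summed level of the second epidermal list was not raised there, at 438.5 CPM against 568.5 CPM in DMSO replicate 10, because krt18a.1 made up most of it in every library. Genes of a list rise together, so these p-values overstate the evidence. Of the genes of the second lists, 1 muscle gene, 0 pigment genes and 1 epidermal gene had at least 10 CPM in every library. Some muscle cells, most in RA replicate 6 and fewer in DMSO replicates 4 and 1, and pigment or epidermal cells, most in RA replicate 9, may have been sorted along. These 3 fixed lists held 0 genes past 0.05.

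Genes kdrl and bcl6b, known from endothelium, were lower in RA at -2.73 (SE 0.37) and -2.61 (SE 0.45), and were picked after their values were seen. Both calls were lost whichever DMSO library was left out (edgeR adjusted p-values 0.0927 to 0.2), and that of bcl6b without RA replicate 9 or 12 (0.0804 and 0.0778). With all 6 libraries, the gene length offset also cost bcl6b its call. Fewer endothelial cells among the sorted cells would lower other endothelial genes as well. The test first planned was the median log2 fold change of a second endothelial list, which was 1.124 over 16 genes, with 5 of them lower. It decides nothing, because 12 of the 16 had under 3 CPM in DMSO and 10 were highest in RA replicate 6. All 3 genes with at least 10 CPM in DMSO were lower in RA, at -0.53 (SE 0.19) for cldn5b, -0.64 (SE 0.43) for tal1 and -0.27 (SE 0.19) for lmo2. Endothelial cells would also bring their other abundant transcripts into the DMSO libraries. There the list had a median of 0.611 CPM, against 82.2 CPM for kdrl and 14.3 CPM for bcl6b. Genes cdh5 (0 to 1.51 CPM) and tie1 (0.0502 to 0.537 CPM) were among the low ones. A median more than 10 times below either gene was taken as too low, a limit set after these levels were seen. Of the 16 genes, 2 had at least 10 CPM in every library and 1 is on the list of other hindbrain neurons. If endothelial cells carry these genes at levels like that of kdrl, the values argue against them as the source of the kdrl and bcl6b counts. Expression of kdrl in the sorted neurons themselves stays open as a hypothesis.

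The transcription factors tbx20, phox2a, isl1a and phox2bb were lower in RA. Fewer motor neurons among the sorted cells would lower cholinergic genes as much. A first contrast used these 4 factors and the cholinergic genes slc18a3a, chata and slc5a7a, and gave -0.996 on the log2 scale. Its genes were picked after their values were seen, so it decides nothing. A second used all tested genes of the fixed list. The 7 factors changed by -0.66 and were all lower, and the 4 cholinergic genes changed by -0.11, with 2 lower. The difference was -0.55, against SDs of 0.386 (DMSO) and 0.426 (RA), and the groups' libraries overlapped (exact two-sided permutation test, p = 0.3, n = 3 each). The fourth cholinergic gene, slc18a3b, was near the floor at 1.38 CPM in DMSO and 0.781 CPM in RA. The last contrast kept the genes that pass the planned filter at 10 CPM, which are all 7 factors and the other 3 cholinergic genes. These 3 changed by 0.04, and the difference was -0.697, against SDs of 0.123 (DMSO) and 0.339 (RA). The groups' libraries did not overlap, at 1.05 to 1.29 in DMSO and 0.12 to 0.79 in RA (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allows). This last contrast, of 3 that were run, goes against a loss of motor neurons as the whole cause but does not settle it. It was chosen after results were seen, and its 3 cholinergic genes are those of the first contrast. It rests on leaving out slc18a3b for its low level, and with that gene kept the groups overlapped. A loss offset by other cholinergic neurons, or a change in which motor neurons were labelled, may also leave this difference of -0.697, and neither was tested. The contrast takes the 7 factors as marks of motor neurons alone, which was not checked. Of 9 tested cranial sensory neuron genes, 8 were lower in RA as well. Their median was -0.50, and that list did not pass (fry on the edgeR fit, Benjamini-Hochberg adjusted p-value 0.158).

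Genes next to the genes higher in RA tended to be higher too. Within 50 kb, 63 of 87 direct neighbours among the tested genes were higher, hox genes not counted, with a median log2 fold change of 0.27. This lay above all of 10000 random lists matched on mean expression (percentile 100). With hox genes also left out as sources, 58 of 81 neighbours were higher (median 0.21, percentile 100). Neighbours of the genes lower in RA had a median of 0.01 (percentile 42.8). Reads running past the end of a raised gene would lift the next gene downstream, on either strand since the counting ignored strand. The test first planned looked at the same strand alone. The 25 neighbours downstream on the same strand had a median of 0.20 and the 20 on the opposite strand 0.17. The 42 upstream neighbours, which such reads do not reach, had a median of 0.33 (percentile 100). Such reads are therefore not the whole cause. They may still add to single genes. Gene skap1 lies 14109 bases downstream of hoxb1b on the same strand and rose by 2.77 (SE 0.27, edgeR adjusted p-value 0.0067), from 1.77 to 12.1 CPM. It lost its call without DMSO replicates 1 and 4 (0.0571 and 0.0609). Shared regulatory DNA is another hypothesis, and it was not tested.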
